A study of Homo sapiens with 9 samples. Its data were reported in "Alternative polyadenylation factors link cell cycle to migration" (2018).

How the data were processed

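Primary human dermal fibroblasts, cells grown out of skin and not an established line, were studied in 3 states. Proliferating cells grew in medium with 10% fetal bovine serum (FBS). Contact-inhibited cells grew to full density in 10% FBS, and the methods of the study place their collection 7 days from plating, or at a similar density. Serum-starved cells were kept for 7 days in 0.1% FBS. Both treatments make fibroblasts leave the cell cycle reversibly, a state called quiescence. Each group had 3 libraries, called P1 to P3, CI1 to CI3 and SS1 to SS3 here, and the labels gave each group the same 3 fibroblast strains, called strains 1, 2 and 3. The labels did not say whether the 3 strains came from 3 donors.

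Libraries were enriched for the ends of polyadenylated transcripts with a commercial kit, size-selected on a gel and sequenced from one end. The deposited table holds counts: whole numbers of reads that the authors assigned to each annotated polyadenylation site, per library and not normalised. The methods of the study describe removal of adapters and polyA tails, alignment to GRCh37 and assignment of reads to annotated sites for a related set of libraries; the software and site annotation behind the table used here were not stated. The table lists 7631 sites of 3012 transcripts. The smallest total over the 9 libraries was 50 counts, and each transcript had at least 2 sites, so transcripts with a single detected site are not analysed here and the expression results describe genes with several sites. A matched position was found on GRCh37 for 7437 sites (97.5%), whose offset to annotated transcript ends was most often 0; 80.0% of them lay in 3′ untranslated regions (3′ UTRs). Transcript identifiers were matched to gene symbols through a RefSeq gene table, which gave a symbol for 2961 transcripts; 51 kept their transcript identifier, and 11 pairs of transcripts with one symbol were merged, leaving 3001 genes. Counting was not stated to use strand, and reads of overlapping genes or near-identical copies could be divided between them.

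Total counts ranged from 4837940 in P3 to 9687143 in P2. P1 and P3 had 1027 and 1268 sites at 0 counts against 209 in P2 and 57 to 188 in the quiescent libraries. The reads carry no molecular identifiers, so binomial intervals (95%, Clopper-Pearson) and the floor of 3 counts cover counting error only. Replicates were compared before averaging: chi-square per degree of freedom between libraries of one group ranged from 52.0 to 182.5, so no pair agreed within sampling noise and each library counted as 1 replicate.

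Expression was tested on the sum of counts over all sites of a gene with the quasi-likelihood test of edgeR (version 4.0.16 in R 4.3.3), TMM scaling and the filterByExpr filter, on the 6 libraries of each contrast without a term for strain; genes with a Benjamini-Hochberg adjusted p-value under 0.05 were called changed. Normalised counts per 1000000 (CPM) are given as mean ± SD. For the 1940 genes with 2 sites, the relative use of the distal site (RUD) was the distal count divided by the sum of both counts in each library. The rule of the study counted a gene as changed when the mean RUD of 2 groups differed by more than 0.05; genes needed at least 1 read in each of the 6 libraries. Because that rule does not refer to the spread between libraries, site use was also tested with the diffSpliceDGE function of edgeR, and in the 1061 genes with 3 or more sites the same test was applied to the distal-most site. Group means of library-wide measures were compared with exact two-sided permutation tests, whose smallest possible p-value with 3 libraries against 3 is 0.1. Gene lists were tested with camera (preset inter-gene correlation 0.01) in limma 3.58.1. The lists held 20 cleavage and polyadenylation factors, 35 cell cycle and DNA replication genes, 27 extracellular matrix genes, 24 motility genes and 68 motility genes with site changes that the study listed, 14 sterol synthesis genes and 28 core splicing genes; 9 tests of lists were planned, and those of the splicing list were not among them.

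Groups, tests, gene lists and the genes to be named were fixed before the data were examined. Named were 13 genes that the study discusses, of which 5 had counts in the table (NUDT21, BOC, MKI67, TOP2A and CCND1) and the other 8 are not analysed here; in each contrast the 5 genes with the largest expression change in each direction among called genes with an average of at least 50 counts per library and the same direction in all 3 strain pairs; and likewise the 5 genes with the largest RUD change in each direction, with at least 20 reads in each of the 6 libraries. One result that met these rules is not reported. Members of a list could be named for the smallest p-value or the largest change. The alternatives were DESeq2 1.42.0, other size factors, no filter, strain as a block, all 9 libraries in one fit, limma with diffSplice, other thresholds and read minimums, fry, and leaving out each library in turn. Chosen after seeing the data were removal of a trend with GC content, camera with an estimated correlation, and leaving out genes with A-rich sites or with sites under 200 nt apart. The GC content of a gene was that of the 250 nt upstream of its sites on GRCh37, weighted by their counts, and was known for 2917 genes (97.2%); the trend was a lowess curve per library. A site was called A-rich with at least 12 A in the 20 nt downstream of it or a run of 6 A.

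The pairing of the libraries comes from the strain labels. Deviations from the group means did not bear it out: correlations across 2967 genes between libraries labelled as one strain ranged from -0.14 to 0.07. Differences within strain pairs are therefore given as 3 comparisons and not as matched measurements.

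Both tests were tested on simulated data drawn from the real means, library sizes and dispersions with 200 changed genes. The expression test recovered 84.5% of 4-fold changes and 15.5% of 2-fold changes, with 3.1% to 5.1% false calls. The test of site use recovered 62.5% to 71.0% of shifts of 2 natural-log units in the odds of the distal site, with 10.1% to 12.0% false calls, and 2.0% to 3.5% of shifts of 1 unit, so that it misses most moderate changes and its calls include more false ones than the nominal 5%. With a simulated GC slope of 0.8 log2 units per 10 points in one group, false calls fell from 67.6% to 1.2% when the trend was removed.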

Results

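Polyadenylation site-enriched RNA-Seq counts reads at the ends of transcripts and so measures which of several polyadenylation sites a gene uses. The table analysed here covered 3 proliferating, 3 contact-inhibited and 3 serum-starved libraries of primary human dermal fibroblasts. Total counts were 6341050, 9687143 and 4837940 in P1, P2 and P3, 8076070, 8962055 and 8373171 in CI1, CI2 and CI3, and 8252926, 8986158 and 8664706 in SS1, SS2 and SS3. The spread between libraries was not equal in the groups. The biological coefficient of variation was 48.1% in proliferating, 29.8% in contact-inhibited and 18.1% in serum-starved libraries. The first principal component of expression held 72.4% of the variance and placed all 3 proliferating libraries apart from the 6 quiescent ones. CI3 lay nearer to the serum-starved libraries than to CI1 and CI2 on it. Its Spearman correlations across genes were 0.965 to 0.974 with SS1, SS2 and SS3, and 0.959 and 0.966 with CI2 and CI1. All tests rest on 3 libraries per group.

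The first question was whether fibroblasts that become quiescent by contact inhibition change the expression of genes with several polyadenylation sites. Of 2983 genes tested, 1319 had an adjusted p-value under 0.05 in the edgeR quasi-likelihood test, 648 higher and 671 lower in contact-inhibited cells. The share of called genes that were higher was 49.1% (95% interval 46.4% to 51.9%). Upper-quartile factors raised it most, to 56.6%, and moved the median of all genes by 0.15 on the log2 scale. The number of calls was 845 without CI3. The genes with the largest increases were ADH1B, SELENOP, KLHL24, ACKR4 and RCAN2. ADH1B rose from 0.43 ± 0.56 CPM (SD, n = 3) to 50.7 ± 13.5 CPM (log2 fold change 6.63, SE 0.77, edgeR adjusted p 5.4e-05). SELENOP rose from 3.69 ± 2.05 to 159.5 ± 63.2 CPM. The genes with the largest decreases were GINS3, CHAF1A, MALL, RRM2 and CDC6. RRM2, a subunit of ribonucleotide reductase, fell from 288.8 ± 99.7 CPM to 20.7 ± 7.58 CPM (log2 fold change -3.83, SE 0.37, edgeR adjusted p 2.3e-05). The log2 fold changes of GINS3, CHAF1A, MALL and CDC6 were -4.41, -4.20, -4.02 and -3.46.

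Serum starvation, the second way to quiescence, was compared with the same proliferating libraries. Of 3001 genes tested, 1761 were called changed, 873 higher and 888 lower. The share that was higher was 49.6% (95% interval 47.2% to 51.9%). RIGI had 0 counts in all 3 proliferating libraries and 13.2 ± 12.8 CPM (SD, n = 3) in serum-starved cells, at least 28.3-fold above the floor of 3 counts. That limit rests mostly on SS2, since RIGI had 8.51, 27.8 and 3.42 CPM in SS1, SS2 and SS3. CWC22 was at or under the floor in each proliferating library and at least 29.8-fold higher. The other genes with the largest increases were ADH1B, KLHL24 and PARP14. RIGI and PARP14 varied widely between the serum-starved libraries. PARP14 had 67.5, 154.8 and 24.3 CPM in SS1, SS2 and SS3. Among the largest decreases were those of MALL, RRM2, JPT1 and GINS3. MALL fell from 31.2 ± 17.6 to 0.71 ± 0.29 CPM.

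Both quiescent groups were set against the same proliferating libraries, so their changes share the chance values of those libraries. Across 2983 genes the changes correlated with Pearson's r 0.947, against a mean of 0.827 and a maximum of 0.846 in 100 simulations in which the quiescent groups had no change of their own. Genes are not independent replicates. Of 2980 genes tested in all 3 contrasts, 1243 were called in both comparisons with proliferating cells, and 0 of them went in opposite directions. Among the genes that the study discusses, MKI67, a marker of dividing cells, fell by 2.39 on the log2 scale with contact inhibition (edgeR adjusted p 0.0021), and it fell by 1.66 with serum starvation (edgeR adjusted p 0.0036). TOP2A changed by -0.83 and -0.16 (edgeR adjusted p 0.22 and 0.76) and was not called in either contrast. CCND1 fell by 1.19 with contact inhibition (edgeR adjusted p 0.0042), from 385.5 ± 108.3 to 172.1 ± 29.8 CPM. Its change with serum starvation was -0.40 (edgeR adjusted p 0.17), and it became 0.78 (edgeR adjusted p 0.061) when a trend with GC content was removed, and 0.87 (edgeR adjusted p 0.037) with strain as a block as well.

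The 2 quiescent groups were then compared directly. Of 2998 genes, 331 were called changed, 229 higher and 102 lower in serum-starved cells. The share that was higher was 69.2% (95% interval 63.9% to 74.1%), and it depended on scaling. It was 40.5% with upper-quartile factors and 81.2% with library size alone. The number of calls rose to 916 without CI3, and without SS1 it was 101. With strain as a block it was 214. The largest increases were those of GOLGA4, FABP3, HMGCS1, ESF1 and CD109. HMGCS1, an enzyme of sterol synthesis, rose from 67.1 ± 23.1 CPM to 476.9 ± 107.1 CPM (SD, n = 3; log2 fold change 2.81, SE 0.27, edgeR adjusted p 8.2e-04). The largest decreases were those of CXCL12, CFD, NREP, LMOD1 and SH3BP2. CXCL12 fell from 1299 ± 254 to 406.1 ± 132.5 CPM (log2 fold change -1.70, SE 0.25, edgeR adjusted p 0.0034). CCND1 was 0.77 higher on the log2 scale (edgeR adjusted p 0.018).

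Gene lists were tested next, because the study asked whether quiescence changes the expression of cell cycle, matrix, motility and mRNA processing genes. Of 35 cell cycle and DNA replication genes, 9 had counts in the table, and all 9 were lower in both quiescent groups. Their median log2 fold change was -3.10 with contact inhibition (camera p 2.2e-06, Benjamini-Hochberg 1.0e-05 over 9 tests) and -2.48 with serum starvation (camera p 6.7e-04, adjusted 0.0015). With contact inhibition 6 of them were called over all genes tested and 7 when adjusted over the list alone; with serum starvation both counts were 7. Extracellular matrix genes were higher, with a median of 0.79 (camera p 1.6e-05, adjusted 4.8e-05) and 0.76 (camera p 0.0014, adjusted 0.0025) and 18 of 21 genes up in each contrast. With contact inhibition 13 of the 21 matrix genes were called over all genes tested and 13 when adjusted over the list alone; with serum starvation both counts were 10. Of the calls by camera against proliferating cells, that of the cell cycle genes with contact inhibition held under an estimated inter-gene correlation (p 0.048). The cell cycle call with serum starvation (p 0.097) and both matrix calls (p 0.14 and 0.27) did not. All 4 passed fry, which asks whether the genes of a list change together, whatever other genes do. Camera asks whether they change more than other genes, so passing fry does not back the calls of camera.

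Cleavage and polyadenylation factors did not move together. Of 20 factors, 9 had counts, 4 higher and 5 lower in each contrast with proliferating cells. The median was -0.39 (camera p 0.56, adjusted 0.63) and -0.47 (camera p 0.69, adjusted 0.69), and without P1 it was 0.30 and 0.11. Over all genes tested 3 and 4 of the 9 were called, and 2 in each contrast when adjusted over the list alone. NUDT21, which encodes the factor CFIm25, fell by 0.68 (edgeR adjusted p 0.048) and 0.56 (edgeR adjusted p 0.045), and with strain as a block neither change was called (adjusted p 0.11 and 0.093). CPSF7 fell by 1.36 (edgeR adjusted p 0.0019) and by 1.63 (edgeR adjusted p 6.1e-04), and PAPOLA, the polyA polymerase, rose by 0.89 (edgeR adjusted p 0.029) and 1.42 (edgeR adjusted p 8.2e-04). CSTF2 and CPSF3 are not analysed here. Motility genes that the study named because they changed with quiescence formed another list. Of its 24 genes 6 had counts, with medians of -0.98 (camera p 0.048, adjusted 0.072) and -1.60 (camera p 0.11, adjusted 0.14). With 4 genes called in each contrast, over all genes and when adjusted over the list alone, the list went both ways, with 3 of 6 lower after contact inhibition and 4 of 6 after serum starvation. With strain as a block the camera p-values of this list were 0.015 and 0.019. The 9 core splicing genes with counts of 28 had medians of -1.19 and -1.80 (camera p 0.022 and 0.018, tests that were not planned and did not hold under an estimated correlation, p 0.14 and 0.093), 7 of them lower and all 9 called in each contrast. For this list the fry p-values were 0.0029 and 2.5e-04, and the camera p-values with strain as a block were 0.027 and 0.022.

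Sterol synthesis genes separated the 2 quiescent groups. All 8 of 14 genes with counts were higher in serum-starved than in contact-inhibited cells, with a median log2 fold change of 1.40 (camera p 2.5e-09, adjusted 2.3e-08 over 9 tests). The call held under camera with an estimated correlation (p 0.027), and the list also passed fry (p 4.0e-04). Over all genes tested 6 were called and 7 when adjusted over the list alone. INSIG1 was 185.6, 146.4 and 118.5 CPM in CI1, CI2 and CI3 and 651.4, 688.6 and 668.8 CPM in SS1, SS2 and SS3. In the comparison of these groups the medians of the other lists were 0.01 for polyadenylation factors, 0.66 for cell cycle genes, 0.03 for matrix genes, -0.22 for motility genes and -0.40 for splicing genes, with camera p-values of 0.15 or higher.

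**Figure D1:**
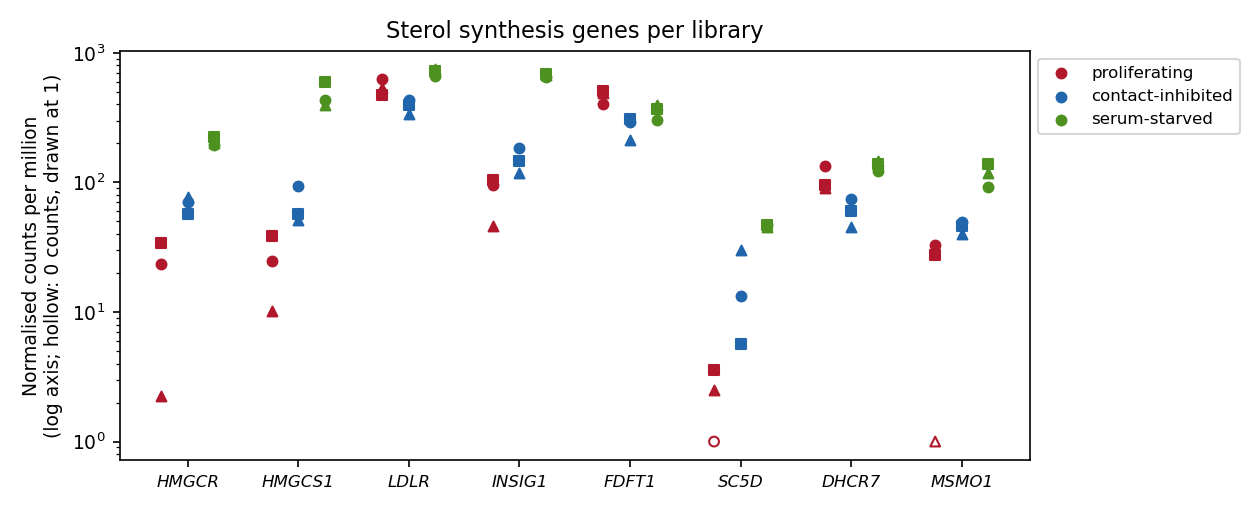
Normalised counts (CPM) on a log axis for 8 sterol synthesis genes in each library; colour marks the group, circle, square and triangle mark strains 1, 2 and 3 as labelled, and hollow symbols at 1 are libraries with 0 counts. All 8 genes are higher in each serum-starved library than in each contact-inhibited one except FDFT1, for which SS1 (302.0) lies below CI2 (308.8).

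The use of distal polyadenylation sites was examined next. In 1796 genes with 2 sites the median RUD was 0.633 ± 0.018 (SD, n = 3) in proliferating, 0.686 ± 0.009 in contact-inhibited and 0.692 ± 0.010 in serum-starved libraries. The pooled share was taken over all 1940 genes with 2 sites. There, distal sites held 54.9% ± 0.70 of the reads in proliferating, 64.8% ± 1.65 in contact-inhibited and 65.6% ± 0.37 in serum-starved libraries. In genes with 3 or more sites the mean share of the distal-most site was 0.354 ± 0.002, 0.399 ± 0.007 and 0.403 ± 0.007. Each measure was higher in all 6 quiescent libraries than in all 3 proliferating ones, and the exact permutation p was 0.10 in each case (0.15 after adjustment over 12 tests), the smallest that 3 against 3 allows. Between the quiescent groups the exact permutation p was 0.50 for each of these measures, in a test that cannot go below 0.1. The 10 genes with the most reads held 12.0% to 19.4% of them in proliferating and up to 35.1% in quiescent libraries; without these genes the pooled share was 54.4% to 54.7% and 60.8% to 63.7%.

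**Figure D2:**
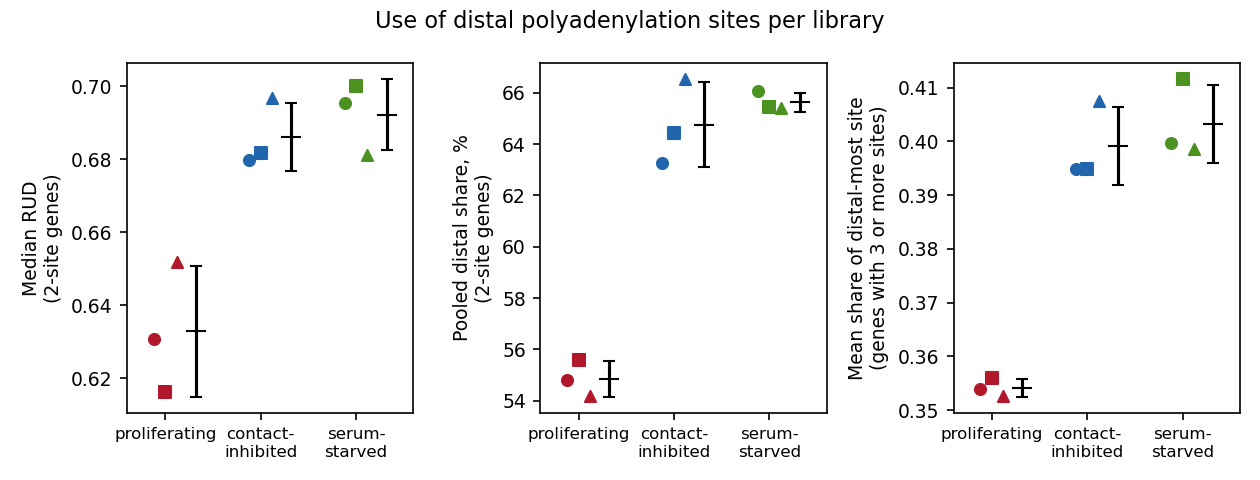
Median RUD, pooled distal share in percent, and mean share of the distal-most site in genes with 3 or more sites, for each library; circle, square and triangle mark strains 1, 2 and 3 as labelled, and the bars beside them give the mean and SD of 3 libraries. The pooled distal share of the proliferating libraries lies between 54.2% and 55.6% and that of the quiescent ones between 63.3% and 66.5%; the axes do not start at 0.

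By the rule of the study, 895 of 1798 genes differed in RUD by more than 0.05 between contact-inhibited and proliferating cells, and 598 of them (66.8%) shifted to the distal site. In the pairs of strains 1, 2 and 3 that share was 59.4%, 67.3% and 61.2%. A minimum of 50 reads per library lowered the count to 543 genes and raised the share to 71.8%. Between serum-starved and proliferating cells 1008 of 1799 genes differed, 63.8% of them distal (58.9%, 71.7% and 56.3% in the pairs of strains 1, 2 and 3). Between the quiescent groups 606 of 1931 genes differed, 51.7% of them distal (52.1%, 61.6% and 40.5%). The number of genes past 0.05 was about as large between proliferating libraries as between states. Any 2 proliferating libraries differed by more than 0.05 in 992 to 1028 genes (55.2% to 57.2%), against 905 to 1088 genes in the strain pairs of contact-inhibited and proliferating cells and 967 to 1136 in those of serum-starved and proliferating cells; the pairs of strains 1 and 3 lay above all proliferating pairs and those of strain 2 below all of them. Pairs of contact-inhibited libraries differed in 716 to 804 genes and pairs of serum-starved libraries in 562 to 666. Every pair of proliferating libraries includes P1 or P3. In these, 16.8% and 20.4% of genes had all their reads at a single site, against 3.2% in P2, which can raise the numbers for proliferating pairs. The pairs of strain 2, which use neither, differed in 905 and 967 genes, more than any pair within the quiescent groups. The direction was more one-sided between states than between proliferating libraries, with 48.8% to 51.5% of the genes higher in the first of 2 proliferating libraries. Pairs within the quiescent groups ranged from 40.6% to 60.0%, and the 6 strain pairs against proliferating cells from 56.3% to 71.7%, so that the lowest of them overlapped with differences inside a group.

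**Figure D3:**
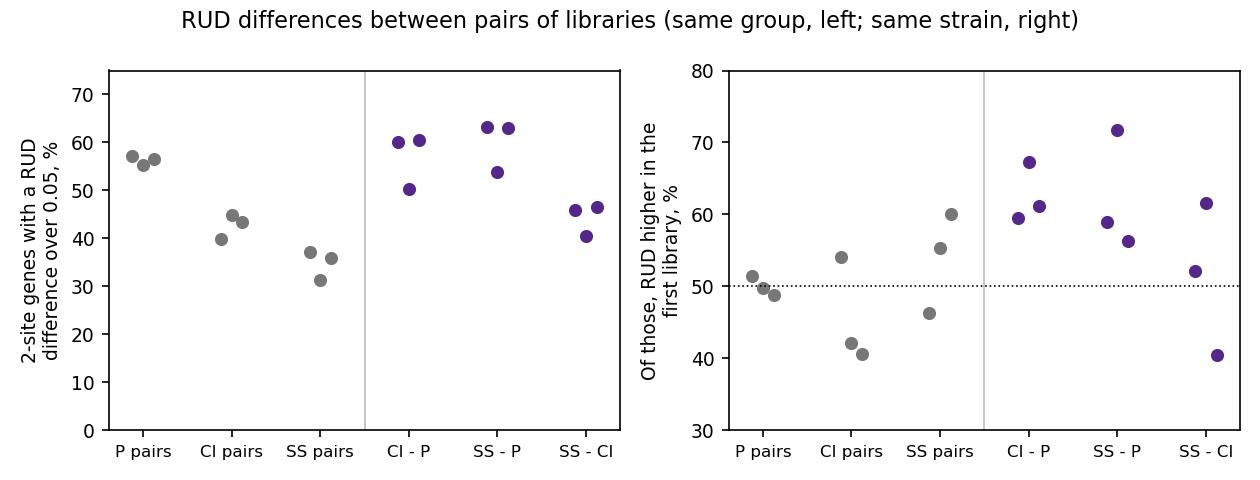
Percent of 2-site genes whose RUD differed by more than 0.05 between 2 libraries (left axis, from 0) and percent of those genes with the higher RUD in the first library (right panel, axis from 30), with 1 point per pair of libraries; grey points are pairs within a group and purple points pairs of one strain as labelled, and the dotted line marks 50%. Proliferating pairs lie at 55.2% to 57.2% on the left and at 48.8% to 51.5% on the right; pairs within the quiescent groups reach 40.6% and 60.0% on the right.

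Where the proximal site lay was compared next. A site counted as in the 3′ UTR when it lay in the 3′ UTR of any annotated transcript. This class can therefore hold sites of alternative last exons. BOC, for which the study described alternative terminal exons, is in it with a proximal site 35871 nt before the distal one. The shares below thus do not separate changes of UTR length from changes of the protein. Of the genes that shifted to the distal site and could be placed, the proximal site was in the 3′ UTR or downstream of it in 535 of 574 (93.2%) with contact inhibition and in 577 of 619 (93.2%) with serum starvation. Among genes that shifted to the proximal site these shares were 83.3% and 80.6%, and among all placed genes 87.6% in both contrasts (Fisher's exact test across genes, two-sided, distal against proximal shifts, p 1.2e-05 and 6.9e-09, and p 0.0024 between the quiescent groups). Genes are not independent replicates.

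Tested against the spread between libraries, far fewer genes changed their site use. With contact inhibition 20 of 1798 genes had an adjusted p-value under 0.05 in the edgeR test of site use, all toward the distal site. At an unadjusted p-value under 0.05 there were 230 genes, 194 of them distal, where the nominal rate gives 89.9. In the simulations 5.5% to 7.7% of unchanged genes fell under 0.05 in this test, so under the simulated setting chance alone can give more than 89.9. The number of calls was 93 without P2, 71.0% of them distal, and 2 without CI1 or without CI3, so that it rests on which libraries are in the fit. With strain as a block it was 11. With serum starvation 92 of 1799 genes were called, 87 of them toward the distal site. The number was 253 without P2, 69.6% of them distal, 18 without SS1 and 18 with strain as a block. Between the quiescent groups 0 of 1931 genes were called, with 119 at an unadjusted p-value under 0.05. In genes with 3 or more sites the distal-most site changed in 11 of 1042 genes with contact inhibition, all upward, and in 32 of 1042 with serum starvation, 30 of them upward. Without P2 these numbers were 29 and 67, and without CI3 and without SS1 they were 1 and 6. The blocked fit called 15 with serum starvation. In the comparison of the quiescent groups 0 of 1061 were called, with 20 at an unadjusted p-value under 0.05.

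The genes with the largest shift to the distal site after contact inhibition were BOC, SAR1A, PRRC1, PRSS12 and JAZF1. BOC had sites on chromosome 3 of GRCh37 at 112970430 to 112970439, in a 3′ UTR, and at 113006295 to 113006310, downstream of the annotated transcripts and 35871 nt further. Its RUD was 0.299 ± 0.058 (SD, n = 3) in proliferating, 0.813 ± 0.065 in contact-inhibited and 0.782 ± 0.029 in serum-starved libraries (edgeR adjusted p 0.0053 and 0.0021). BOC had 501 to 651 reads per library. Its expression was not called changed in either contrast (edgeR adjusted p 0.16 and 0.21). SAR1A had both sites in the 3′ UTR on chromosome 10, at 71912183 to 71912198 and at 71909960 to 71909964 on the minus strand. Its RUD rose from 0.253 ± 0.097 to 0.754 ± 0.057 and 0.812 ± 0.046 (edgeR adjusted p 0.0037 and 7.3e-04). PRRC1, PRSS12 and JAZF1 rose to 0.963 ± 0.020, 0.786 ± 0.019 and 0.851 ± 0.019 with contact inhibition, from 0.475 ± 0.223, 0.315 ± 0.200 and 0.382 ± 0.221, so that the proliferating libraries of these genes varied widely. In the blocked fit PRRC1 and JAZF1 were no longer called (edgeR adjusted p 0.064 and 0.057).

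After serum starvation the largest distal shifts were those of ANXA4, APH1B, SAR1A, JAZF1 and ABI2. ANXA4, with sites in the 3′ UTR on chromosome 2 at 70052775 to 70052972 and 70053591 to 70053593, rose in RUD from 0.131 ± 0.050 to 0.720 ± 0.027 (SD, n = 3, edgeR adjusted p 6.3e-04). Its RUD with contact inhibition was 0.501 ± 0.106. In the blocked fit APH1B (edgeR adjusted p 0.084) and ABI2 (0.068) were no longer called. The 3 genes RAB11FIP2, CHORDC1 and SREBF1 met the rule for a shift to the proximal site. RAB11FIP2 had its proximal site in coding sequence on chromosome 10 at 119798714 to 119798715, followed by 15 A in 20 nt, where oligo-dT can prime inside a transcript. The proximal site of CHORDC1 had 0 counts in all 3 proliferating libraries, which had only 40 to 75 counts at its distal site. SREBF1 fell from 0.159 ± 0.037 to 0.028 ± 0.006 (edgeR adjusted p 0.012). In the blocked fit none of these 3 was called (edgeR adjusted p 0.16, 0.11 and 0.068). Among the genes of the study with 3 or more sites, NUDT21 used its distal-most site, on chromosome 16 at 56463045 to 56463050, for a share of 0.162 ± 0.080 of its reads in proliferating cells, 0.397 ± 0.091 with contact inhibition (edgeR adjusted p 0.34) and 0.625 ± 0.038 with serum starvation (edgeR adjusted p 0.0047). MKI67 and CCND1 were not called in this test (adjusted p 0.998 to 1). In the simulations of genes with 2 sites the test of site use missed most moderate shifts. The share of the distal-most site of CCND1 was 0.674 ± 0.059 in proliferating, 0.803 ± 0.023 in contact-inhibited and 0.788 ± 0.017 in serum-starved libraries, and that of MKI67 was 0.580 ± 0.222, 0.728 ± 0.061 and 0.620 ± 0.014. TOP2A, with 2 sites of which the proximal one lay in coding sequence before an A-rich stretch, had adjusted p-values of 0.98 and 0.91.

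**Figure D4:**
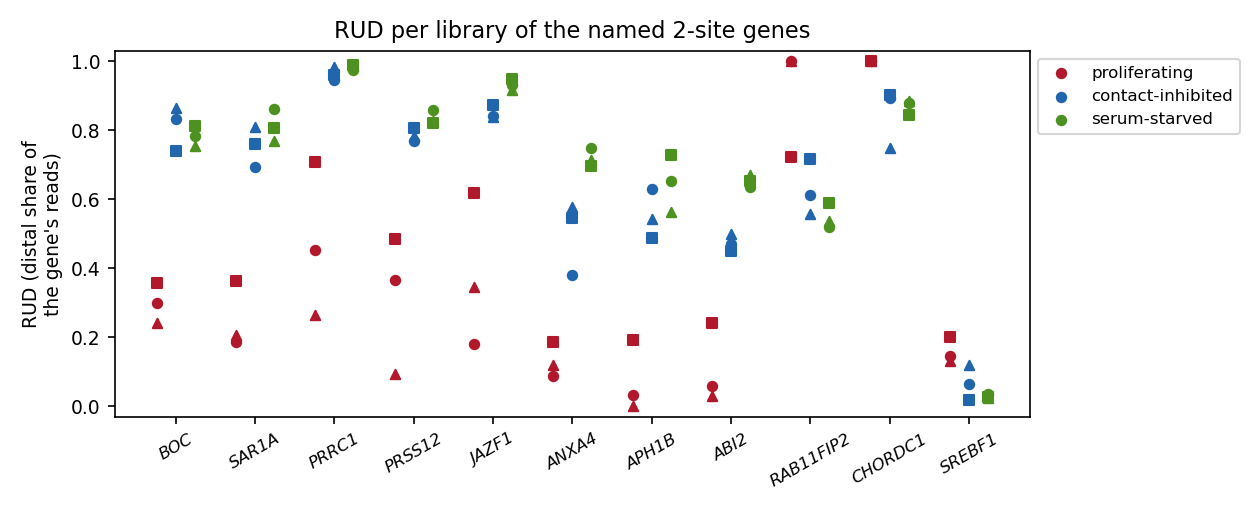
RUD, the distal share of a gene's reads, per library for 11 named genes with 2 sites; colour marks the group, and circle, square and triangle mark strains 1, 2 and 3 as labelled. In the first 8 genes every quiescent library lies above every proliferating one; BOC lies at 0.242 to 0.358 in proliferating and at 0.741 to 0.865 in quiescent libraries.

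The RUD changes of the 2 quiescent groups correlated with Pearson's r 0.889 across 1796 genes, against a mean of 0.812 and a maximum of 0.846 in 100 simulations without a change of their own. Expression of the genes that shifted to the distal site was compared with that of other 2-site genes, because the study asked whether longer transcripts are more abundant. The difference in median log2 fold change was 0.22, 0.19 and 0.78 in the pairs of strains 1, 2 and 3 with contact inhibition (mean 0.40 ± 0.33, SD, n = 3) and 0.56, 0.55 and 0.63 with serum starvation (mean 0.58 ± 0.04). It was 0.16 with serum starvation when the trend with GC content was removed. Of 68 motility genes that the study listed for site changes, 27 had exactly 2 sites in the table. Their median RUD change was 0.049 with contact inhibition and 0.053 with serum starvation, against 0.013 and 0.011 for all 2-site genes. The list had been drawn up for changed site use in quiescence, so its shift says nothing about motility genes in general. The strain pairs gave 0.055, 0.032 and 0.021, and 0.047, 0.056 and 0.086; without P1 the median with serum starvation was 0.018. By test, 1 and 4 of them were called over all genes, and 1 and 7 when adjusted over the list alone.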

Values the study reported

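The study compared proliferating with 7-day contact-inhibited fibroblasts by polyadenylation site-enriched RNA-Seq and called a gene with 2 sites changed when its RUD moved by more than 0.05. The methods describe these counts for another set of libraries, made with another kit, so they are not counts of the libraries analysed here. By that rule it counted 714 genes, and 628 of them (88%) used the distal site more in quiescence. In 572 of those 628 genes (91%) the proximal site lay in the 3′ UTR.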

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

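The tests of explanations in this part were chosen only after the result was seen, while the comparison of the list between the quiescent groups was planned. Sterol synthesis genes were picked out because their change against proliferating cells differed between the quiescent groups: the median over 8 genes was 0.99 with contact inhibition, where the genes went both ways (5 higher, 3 lower, camera p 0.49), and 2.75 with serum starvation, and the direct comparison of the groups gave a median of 1.40 (camera p 2.5e-09). All 3 serum-starved libraries lay above all 3 contact-inhibited ones in the median of these genes.

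A trend of expression with GC content is argued against as the whole cause, since the median was 1.26 with the trend removed. Over all genes, the grouping of the libraries was the only 1 of the 10 splits of these 6 libraries with any call (331 genes, against 0 in the others), and the same held for the 4 splits that part all 3 pairs; with 10 splits this is as far as the test can go and leaves chance open. The serum content of the medium cannot be told apart from the way to quiescence, because only the serum-starved cells were kept in 0.1% FBS; the median of 0.99 in contact-inhibited cells, both groups of that contrast being in 10% FBS, does not decide it, as it lies over genes that went both ways. One hypothesis is that cells with little serum lipid raise sterol synthesis, which the median of 1.40 would fit but which was not tested here.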

How the results depend on the processing

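The alternatives kept the direction of most results. For the results on all genes and lists, 157 values from fits on all libraries and 142 with a library left out were unchanged within the limits used. No fit on all libraries reversed the median of a list whose test was planned. Between the quiescent groups, where both medians lay near 0, upper-quartile factors turned polyadenylation factors to -0.11 and matrix genes to -0.085, and DESeq2 size factors turned the former to -0.0025. The percent of changed genes that were higher crossed 50 in several. The 331 expression calls between the quiescent groups and the counts of the site-use test were the least stable, and in no case was the cause tested unless said. All alternatives fixed beforehand were run, and the tests with a GC trend removed, an estimated correlation or fewer genes were chosen after seeing the data.

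With strain as a block, the percent of changed genes that were higher was 53.7 with contact inhibition, 52.4 with serum starvation and 84.1 between the quiescent groups, where 214 genes were called (199 shared). The blocked site-use test called 11 and 18 genes and, with 3 or more sites, 15 with serum starvation; the blocked median of the motility list with serum starvation was -1.54 (p 0.019). With the block and the GC trend removed these were 154 genes and 80.5% between the quiescent groups and -1.19 (p 0.041) for that list. It also lost the calls of NUDT21 expression (-0.67, p 0.11; -0.56, p 0.093) and of site use of PRRC1 and JAZF1 with contact inhibition and APH1B, ABI2, RAB11FIP2, CHORDC1 and SREBF1 with serum starvation (p 0.057 to 0.16). Together with removal of the GC trend the block also moved CCND1 with serum starvation (p 0.061 to 0.037), SH3BP2 between the quiescent groups (p 0.027 to 0.082) and the motility list with contact inhibition (p 0.057 to 0.045) across 0.05. With the block alone, the camera p-value of the motility list with contact inhibition was 0.015, against 0.048 (adjusted 0.072) without it. List p-values with the block are given unadjusted, so whether this list became a call is left open. Apart from this list, the block changed no other call.

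The percent higher with contact inhibition was 52.5 with DESeq2 size factors and 56.6 with upper-quartile factors; with serum starvation it was 52.0 with library size only and 46.8 with the GC trend removed. Between the quiescent groups it was 58.2 with DESeq2, 40.5 with upper-quartile factors, 81.2 with library size only and 60.7 with the GC trend removed. The genes called there were 536 with DESeq2, 218 with library size only and 82 with all 9 libraries in one fit. By construction fewer passed a 2-fold change (155) or p under 0.01 (80, and 847 with contact inhibition).

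Stricter RUD rules by construction left fewer genes: 569, 663 and 233 at a difference over 0.1, 543, 635 and 383 with at least 50 reads, and 461, 564 and 289 with the same sign in all pairs, for contact inhibition, serum starvation and the quiescent groups. With contact inhibition the distal share was 71.8% with 50 reads, 74.8% with the same sign and 72.0% with sites at least 200 nt apart. The site-use test called 37 genes with limma and 83 with all 9 libraries with contact inhibition, and 142 with all 9 with serum starvation. With 3 or more sites limma called 57 and 158. The cause was not tested.

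With an estimated correlation, camera lost the cell cycle list with serum starvation (median -2.48, p 0.097) and the matrix lists (0.79, p 0.14; 0.76, p 0.27). For the motility list with contact inhibition, not called after adjustment, the unadjusted p rose past 0.05 with it (-0.98, p 0.11) and with the GC trend removed (-1.09, p 0.057). Under fry the p-value of that list with contact inhibition was 1.4e-04. The splicing lists also passed 0.05 with an estimated correlation (p 0.14 and 0.093). The motility list with serum starvation had p 8.1e-07 under fry (-1.60) and 0.048 with the GC trend removed (-1.24). The expression difference of distal-shifted genes with serum starvation was 0.66 at a RUD difference over 0.1, 0.68 for called genes and 0.16 with the GC trend removed.

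Signs reversed for the polyadenylation factors without P1 (0.30, p 0.91; 0.11, p 0.98). TOP2A site use with contact inhibition became -0.049 with limma, -0.13 without P3 and -0.026 without CI2 (range -0.13 to 0.12), and with serum starvation 1.6e-04 without P1 (range -0.23 to 1.6e-04); its expression with serum starvation became 0.26 without P3 and 0.078 without SS1 (range -0.47 to 0.26). With the GC trend removed, without and with the block, BOC with serum starvation became 0.023 and 0.082, CCND1 0.78 and 0.87, and NUDT21 between the quiescent groups -0.28 and -0.28. With upper-quartile factors NUDT21 and BOC there became -0.028 and -0.016. The cause was not tested. Counted over all named genes, with those already listed included, 27 values were weaker in fits on all libraries. With a library left out 57 were weaker and 3 stronger.

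Across the 6 fits that each left out one library, the expression calls ranged from 845 to 1411 with contact inhibition, 1402 to 1864 with serum starvation and 101 to 916 between the quiescent groups; the percent higher from 49.1 to 54.1, 49.2 to 51.02 and 55.7 to 93.4; genes past 0.05 from 905 to 998, 991 to 1081 and 615 to 690; and their distal percent from 62.4 to 68.7, 61.2 to 64.8 and 46.1 to 58.0. Site-use calls ranged from 2 to 93, 18 to 253 and 0 to 1, and with 3 or more sites from 1 to 29 and 6 to 67. List medians, contact inhibition first, ranged from -3.40 to -2.57 and -2.78 to -2.44 (cell cycle), -0.64 to 0.30 and -0.61 to 0.11 (polyadenylation), 0.66 to 0.99 and 0.64 to 1.16 (matrix), -1.10 to -0.82 and -1.69 to -1.36 (motility), and 1.24 to 1.48 (sterol, quiescent groups). The motility RUD change ranged from 0.039 to 0.052 and 0.018 to 0.056. Across 9 such fits, correlations of the changes ranged from 0.912 to 0.962 (expression) and 0.853 to 0.927 (RUD).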

Other observations

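All tests in this part were chosen only after the result was seen, and some limits and subsets were set after their values were known: the limit for the position of CI3, the subset of sites at least 200 nt apart for the hexamer, the spacing classes and the thresholds of the strain scan.

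Splits of the 6 libraries of a contrast into 3 and 3 tell whether other groupings call as many genes. For expression, for 2-site genes and for genes with 3 or more sites, the real grouping in contact inhibition and in serum starvation was 1 of the 10 splits with a count as large, the others calling 0 genes; it was also 1 of the 4 splits that part all 3 pairs. Chance cannot be told apart below this number of splits. Between the quiescent groups the real grouping was 1 of the 10 splits in expression. For 2-site genes the real count was 0, so 10 of the 10 splits had to reach it and the comparison carries no information. For the rule of the study, the percent on the larger side, distal or proximal, was compared. It was closer to that of other splits, 66.8 against at most 64.6 with contact inhibition and 63.8 against at most 62.7 with serum starvation. In the real grouping the larger side was the distal one. In other splits it can be either side and is at or above an even split by construction, so these values are not distal percents.

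In genes with a mean count of at least 50, CI3 lay 76.4% of the way from CI1 and CI2 to the serum-starved libraries on the first principal component (74.98% of the variance of those genes). A mislabelled serum-starved sample is argued against, since 8 of the 8 sterol synthesis genes were lower in CI3 than in every serum-starved library. GC bias of the library stays open. CI3 still lay 65.6% of the way with the GC trend removed, but it was then only 6.90 from CI1 on that component, less than the 7.60 between CI1 and CI2. What set CI3 apart stays open, and no biological explanation was tested.

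Expression changes followed GC content, with Spearman's rho of -0.49, -0.57 and -0.50 across genes in contact inhibition, serum starvation and the comparison of the quiescent groups. Within one group, CI3 minus the mean of CI1 and CI2 had a rho of -0.69 with GC content, which is consistent with a bias of libraries that does not need a change of state. Removing the trend left 1142, 1481 and 326 calls, of which 861, 1136 and 226 were shared with the fits without removal, so about 65.3%, 64.5% and 68.3% of the calls do not rest on it. A true change that goes with GC content would be removed as well, and that stays open.

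Several technical accounts of the distal shift are argued against. The distal percent was 70.3 with contact inhibition and 69.6 with serum starvation among genes whose distal site was over 5 GC points higher, where GC bias would lower it. It was 67.3 and 71.7 in the strain 2 pair, which uses neither P1 nor P3, 70.0 and 66.4 without genes that have an A-rich site, and 72.0 and 70.2 without genes whose sites were under 200 nt apart. Whether the shift depends on the signal at the proximal site stays open. With a canonical hexamer (AATAAA or ATTAAA) at the distal site only and sites at least 200 nt apart the percent was 59.8 and 54.0, against 81.6 and 82.5 with a hexamer at both sites. The same difference, 38.2 against 72.5, was found between the quiescent groups, where the overall distal percent was 51.7. Between libraries of one group the 2 sets differed by up to 29.9 points, in either direction. In all strain pairs against proliferating cells the percent was higher with a hexamer at both sites, by 8.0 to 29.3 points. In the strain pairs between the quiescent groups it was higher by 6.0 to 32.2 points, so the difference is not particular to the step from proliferation to quiescence.

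The distance between the sites mattered. Of genes past 0.05 with sites up to 50 nt apart 25.6% shifted distally with contact inhibition and 12.2% with serum starvation, and of those with sites from 2000 to 5000 nt apart 82.1% and 76.8%. With sites over 5000 nt apart it was 52.4% and 50.4%, so the rise with distance did not continue. For sites at most 100 nt apart, pairs of libraries within one group ranged from 25.5% to 81.4%, so the proximal shift there is consistent with differences between libraries of one group. For 426 genes with sites over 1000 and up to 5000 nt apart such differences are argued against, because the largest range of the mean RUD deviation within a group was 0.020, while proliferating libraries averaged -0.044 ± 0.002 (SD, n = 3), contact-inhibited ones 0.019 ± 0.010 and serum-starved ones 0.026 ± 0.008.

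P1 and P3 had 1027 and 1268 sites at 0 counts. Lower depth is argued against, since P2 sampled to their depths would have 251.7 and 289.1 such sites. Few starting molecules stay open: a site at 0 in P1 was more often at 0 in P3, with an odds ratio of 2.1 among sites of like count in P2, which neither needs nor excludes them.

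Libraries labelled as one strain did not deviate together. Of 36 ways to assign the strains across the groups, the one with the most strain-dependent genes in expression (16, against 8 for the next and 0 as labelled, with 1.57 expected at p under 0.001) was also the only 1 of 36 with as many as 5 in site use (5, against 4 for the next and 0 as labelled). In these 1565 genes with a mean count over 500, deviations of serum-starved libraries correlated with those of the other groups from 0.11 to 0.32 in expression under that assignment and from -0.29 to -0.08 as labelled. This is consistent with crossed strain labels of the serum-starved libraries, as a hypothesis on few genes; the assignment was picked for its count in expression. Strain pairs of serum-starved libraries and fits with the block rest on the labels and would change with it, while the fits without a block would not.

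IFIT1, an interferon response gene, was 733.5, 1799 and 123.1 CPM in SS1, SS2 and SS3, and RIGI was 8.51, 27.8 and 3.42 CPM. No explanation was tested.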
